A study of Mus musculus with 2 samples. Its data were reported in "Siah2 control of T-regulatory cells limits anti-tumor immunity" (2020).

How the data were processed

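Tumors of the mouse melanoma line YUMMER1.7 were grown for 11 days in male C57BL/6 hosts aged 8 weeks that were either wild type (WT) or Siah2−/−. Siah2 encodes a RING finger ubiquitin ligase. CD45-positive cells, which are the leukocytes, were sorted from tumors of each genotype. A smaller part of sorted CD45-negative cells was mixed back in. One droplet library was made from each genotype with the 10x Genomics 3′ v2 chemistry, so the WT group and the Siah2−/− group hold 1 library each, and each library had its own sequencing lane. Genotype, tumor pool, cell suspension, library and lane were therefore confounded throughout. The mixing ratio is stated as 5 CD45-positive cells to 1 CD45-negative cell in the protocol and as 1000 CD45-negative cells per 20000 CD45-positive cells in the series design.

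The deposited unfiltered matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode. The authors made them with Cell Ranger on the mm10/GRCm38 mouse genome, keeping confidently mapped reads and collapsing PCR copies. The Cell Ranger version is not given in the sources used here. Each matrix covered 27998 genes and 737280 barcodes. A deposited table of raw counts for 14654 genes held 4524 WT and 5576 Siah2−/− cells that the authors kept after removing cells at both extremes of genes per cell and cells with over 10% mitochondrial transcripts. A deposited table of normalized values gave the natural log of 1 plus UMIs per 10000 UMIs of the cell, as computed by the authors, for 4512 WT and 5563 Siah2−/− cells. Those 10075 cells were the cells analysed. The natural log values themselves entered no result.

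The table of raw counts was compared with the unfiltered matrices value by value. They differed in 1934 of 66294696 WT values and 1879 of 81710704 Siah2−/− values. The differing genes were 357 in WT and 438 in Siah2−/−. Each of them was listed at 0 in every cell of that library in the table, and had UMIs in at most 9 of its cells in the matrix. The counts of the matrices were therefore used for the table's genes and cells. This was decided after the files were compared. No column of another sample was left out.

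The depth of the libraries differed. Over all barcodes the WT library held 98517832 UMIs and the Siah2−/− library 85396790. The cells analysed held 64793053 and 59090284 UMIs, with a median of 11439.5 and 8700.0 UMIs per cell. The lowest UMI count of a cell analysed was 6670 in WT and 4896 in Siah2−/−. These minimums were not the same in the libraries, so that 5306 WT and 3644 Siah2−/− barcodes lay between 1000 UMIs and the minimum of their library.

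Clustering followed the approach of the study with current software. In Seurat 5.3.0 (R 4.3.3), counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes were chosen over both libraries. From these, mitochondrial, ribosomal protein and haemoglobin genes were left out, together with any of 193 genes whose levels were to be compared, so that clusters did not rest on the outcomes directly. The libraries were integrated by canonical correlation analysis on 20 dimensions, and Louvain clusters were taken at resolution 0.8. Lymphoid clusters were clustered again by the same steps. Clusters from all cells are numbered with the letter A, and those from lymphoid cells with the letter L.

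Clusters were named from marker lists of 15 cell types fixed before the data were examined. The thresholds of the naming rule were set after the clusters had been seen. A T cell cluster needed Cd3d, Cd3e and Cd3g detected in 60% of its cells on average. Within T cells, and in this order, Treg needed Foxp3 in 30% of the cells, CD4 T needed Cd4 in 40% and Cd8a in fewer, naive T needed 3 of its markers among the 10 leading genes of the cluster, and CD8 T needed Cd8a in 70%. NK needed Ncr1 in 60% of the cells. Macrophages and DC were named from their markers among the leading genes or, where too few were there, from the share of their markers enriched in the cluster. A named cluster also needed 3 of its markers each detected in at least 25% of its cells, and could not carry more markers of another type than of its own among its 10 leading genes. Clusters with Ptprc, which encodes CD45, in under 40% of the cells were put outside the immune clusters. Clusters in which CD3 genes and Csf1r, a macrophage marker, were each detected in 50% of the cells stayed unnamed, and so did those with intermediate shares of CD3 genes and Ncr1. All names mean "like" that type, and the clusters of the study were not rebuilt cell by cell.

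Doublets were left in for the main values. Scrublet, run in scanpy 1.11.5 with an expected rate of 5%, called 11 of 4512 WT cells and 1 of 5563 Siah2−/− cells, or 0.244% and 0.0180%. It has therefore not worked on these data. An alternative that removed the 5% of each library with the highest scores was added.

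With 1 library per genotype no test across samples was possible, and no p-value or standard error was computed. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals. UMI sums per class are given as CPM, scaled by all UMIs of the class, with exact Poisson 95% intervals. Intervals of ratios of shares and of differences of shares combine the exact intervals of both libraries. Every interval covers counting error only, not variation between animals, tumors or libraries. Intervals of CPM and of gene ratios count each UMI as independent. They therefore also leave out variation between cells, and are too narrow where few cells hold many of the UMIs. A gene at 0 UMIs takes a floor of 3 UMIs. Ratios are Siah2−/− over WT, on a log2 scale.

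The genes named were fixed by a rule before the data were examined. Its first part is a list per cell type taken from the questions of the study. Its second part takes, in each class with at least 50 cells in both libraries, the 3 genes with the highest and the 3 with the lowest ratio among genes with at least 200 UMIs in the class over both libraries. Siah2, cell type markers, mitochondrial, ribosomal protein, haemoglobin and immunoglobulin or T cell receptor variable genes are left out of the second part. The gene lists (S phase, G2/M phase, E2F targets, glycolysis, the IL12 and IFNγ pathway, and the IFNγ response) were also written before the data were examined, from general knowledge. For each list the median log2 ratio is given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. A list of 19 immediate early genes was written after the data had been seen. Pseudogenes were taken from the GENCODE M21 annotation of GRCm38, which held 14609 of the 14654 genes. Coordinates are of that build.

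For phases and for shares of cells with a UMI, each cell was thinned at random to 2000 UMIs. No cell analysed was shallower than that. S and G2/M scores were computed in scanpy. A cell takes the phase of the higher score, or G1 where both are negative. Such a call divides a continuous range, so cells whose higher score lay within 0.05 of 0, the boundary of G1, are counted beside it. Free RNA was profiled in barcodes with at most 100 UMIs, here called empty droplets.

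Alternatives fixed in advance were no integration, resolutions of 0.5 and 1.2, keeping the outcome genes in the clustering, removal of called doublets, a mitochondrial limit of 5%, a Foxp3 gate in place of the Treg cluster, other denominators, thinning to 1000 UMIs or none, scaling by the median gene ratio, free RNA subtracted at 5%, means over cells, a minimum of 20 UMIs per gene in lists, and all barcodes for Siah2. Alternatives added after the data had been seen were the highest Scrublet scores removed, the WT minimum of UMIs applied to both libraries, and a new clustering of more barcodes. That clustering took all barcodes with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs. Its clusters, class shares, Foxp3-positive calls and gene sums used all UMIs of a cell. Only its phase calls and shares of cells with a Mki67 UMI were thinned, to 1000 UMIs.

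The ratios, intervals and list percentiles were tested on simulated class sums drawn from the real class means and depths. In these, 200 genes were changed by known amounts. For Treg, with 1207 genes, 100% of the changed genes had the right sign, and the 95% intervals held the true ratio for 94% of the changed and 95.3% of the unchanged genes. A planted list lay at percentile 100, and 5 of 100 unchanged lists fell outside the middle 95% of random lists. The sums were Poisson draws, the model that the intervals assume, so coverage near 95% was set in advance. It checks the computation only. Variation between cells, clustering, phase calls and genes that change together were not simulated. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and anndata 0.12.19 were used.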

Results

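Single-cell RNA sequencing was used to ask how loss of Siah2 in the host changes the immune cells of a melanoma. CD45-positive cells from YUMMER1.7 tumors, an immunogenic BRAF-mutant mouse melanoma line, were compared between 1 library from WT hosts and 1 library from Siah2−/− hosts. The comparisons below have no replicate, and all intervals cover counting error only. The cells analysed numbered 4512 in WT and 5563 in the library labelled Siah2−/−, with 64793053 and 59090284 UMIs. They had a mean of 2848 and a median of 2576 detected genes. In the unfiltered matrices, 4768 WT barcodes and 5886 barcodes labelled Siah2−/− reached the lowest UMI count of the analysed cells of their library, 10654 in all. The filter stated in the study left 4522 and 5580 of these when its quantiles were set per library, 10102 in all, and 10089 when they were set over both libraries together.

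Siah2 (ENSMUSG00000036432) lies on the minus strand of chromosome 3 from 58674938 to 58692400 in GRCm38. Its transcript was counted in both libraries, with 660 UMIs in WT cells and 505 UMIs in cells labelled Siah2−/−. That is 10.2 CPM (9.42 to 11.0) against 8.55 CPM (7.82 to 9.33), a log2 ratio of −0.25 (−0.42 to −0.08). Over all barcodes the log2 ratio was −0.16. The part of the gene removed in this strain is not given in the sources used here, and the assay counts reads near the 3′ end of transcripts. A tag outside the deleted part checks nothing, so these counts do not check the genotype labels. That library is called "the library labelled Siah2−/−" from here on. In the description of the processing, Siah2−/− cells and values are those of that library.

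Clustering gave 7 named immune classes, shown in the plot of class shares. Shares are of cells in the immune clusters, 3674 in WT and 5392 in the library labelled Siah2−/−, and depend on the CD45 sort and on the cells mixed back. CD8 T cells made up 10.5% (9.51 to 11.5) of WT and 12.6% (11.7 to 13.5) of Siah2−/−-labelled cells, a log2 ratio of 0.27 (0.10 to 0.44). With outcome genes kept in the clustering it was 0.14 (−0.02 to 0.30), within counting error, and with the WT minimum in both libraries 0.47 (0.29 to 0.64). Among all barcodes with at least 1000 UMIs, clustered anew in an alternative chosen after the data had been seen, that log2 ratio was −0.07 (−0.19 to 0.06). NK cells made up 10.6% and 12.1%, with a log2 ratio of 0.19 (0.02 to 0.36). That ratio was within counting error without integration (0.15, −0.02 to 0.32), with the WT minimum in both libraries (0.09, −0.10 to 0.28) and among barcodes with at least 1000 UMIs (0.07, −0.03 to 0.18). Macrophages made up 33.6% (32.1 to 35.2) and 33.0% (31.7 to 34.2), and the log2 ratio of −0.03 (−0.11 to 0.06) was within counting error. It was −0.17 (−0.25 to −0.09) without integration and −0.23 (−0.30 to −0.17) with outcome genes kept in the clustering, and −0.08 (−0.14 to −0.02) among barcodes with at least 1000 UMIs, all beyond counting error. Dendritic cells (DC) made up 6.02% and 4.45%, with a log2 ratio of −0.43 (−0.70 to −0.17), which was −0.21 (−0.48 to 0.06) with the WT minimum in both libraries. CD4 T cells other than Tregs numbered 14 in WT and 262 in the library labelled Siah2−/−, or 0.381% (0.208 to 0.639) and 4.86% (4.30 to 5.47). The log2 ratio of 3.67 (2.91 to 4.56) rests on few WT cells, and it was 1.44 (1.22 to 1.67) among barcodes with at least 1000 UMIs. Naive T cells numbered 44 and 202, and their log2 ratio of 1.65 (1.18 to 2.14) became −0.10 (−0.43 to 0.23) among barcodes with at least 1000 UMIs.

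Clusters kept out of the named classes by the naming thresholds held a sizeable part of both libraries. A macrophage-type cluster led by Mgl2 (cluster A1) held 16.7% of WT and 9.72% of Siah2−/−-labelled cells. A cycling, Csf1r-positive cluster (A11) held 6.70% and 2.23%. Clusters with T cell and macrophage markers in the same barcodes (A4 and L11) held 8.52% and 7.68%. Treg genes such as Tnfrsf4 and Il2ra lead A4, and Foxp3 was detected in 19.7% of its 294 WT and 390 Siah2−/−-labelled cells, against 76.2% in the Treg cluster. Neither the Treg share nor the Foxp3 gate below counts them. An unnamed T cell cluster (L2) held 2.23% and 6.68%, and a cycling cluster with T and NK markers (L10) held 1.66% and 0.835%. Within the macrophage class, most WT cells were in clusters A6 and A0 (437 and 428 cells), while most cells labelled Siah2−/− were in A0 (1017 cells). A0 was led by Arg1, A6 by Ccl8 and Fcrls, A9 by interferon-induced genes and A10 by Hp and Chil3. Within CD8 T cells, the cycling cluster L3 was the largest in WT (149 cells) and L1 in the library labelled Siah2−/− (409 cells). Cluster L0 held most NK cells and A13 most DC in both libraries.

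**Figure D1:**
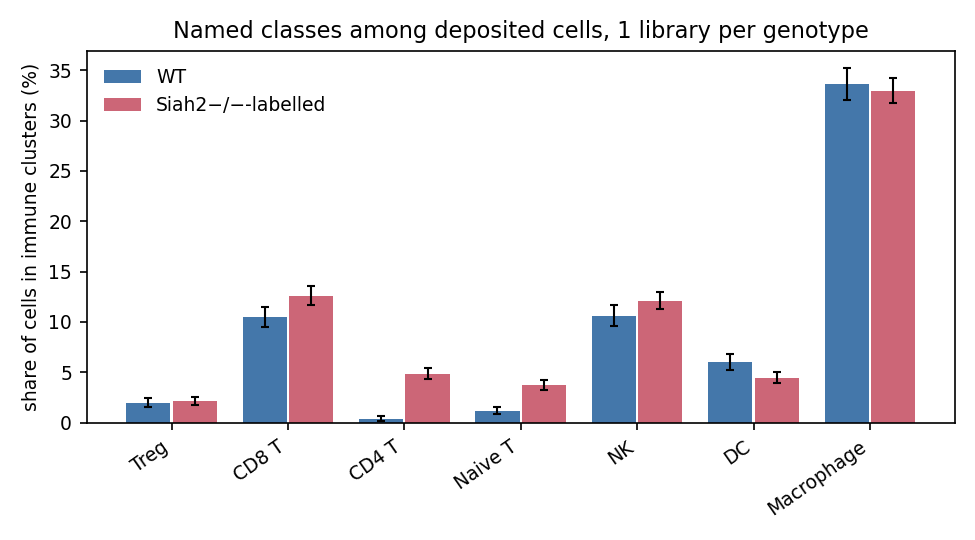
Share of cells in the immune clusters (%, y axis) for each named class (x axis), with blue bars for the WT library and red bars for the library labelled Siah2−/−. Error bars are exact binomial 95% intervals, which cover counting error only. Treg bars overlap at 1.93% and 2.11%, while CD4 T cells rise from 0.381% to 4.86%.

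The abundance of regulatory T cells (Tregs), marked by Foxp3, was a central question of the study. The Treg cluster (L8) held 71 of 3674 WT cells, or 1.93% (1.51 to 2.43), and 114 of 5392 Siah2−/−-labelled cells, or 2.11% (1.75 to 2.53). The log2 ratio of 0.13 (−0.30 to 0.57) was within counting error. When Tregs were taken as cells of T cell classes with a Foxp3 UMI, shares were 1.99% and 1.82%. As a share of all T cells, Tregs were 11.9% (9.42 to 14.8) in WT and 7.05% (5.85 to 8.40) in the library labelled Siah2−/−, where other T cells were more numerous. In the Treg cluster of barcodes with at least 1000 UMIs, clustered anew, the log2 ratio was −0.90 (−1.09 to −0.71). The cells analysed included 3.83% of the WT Tregs and 23.6% of the Siah2−/−-labelled Tregs of that cluster, which held few cycling cells. Of Foxp3-positive T cells, taken from every T cell class of that clustering, they included 15.6% and 36.1%. The share of Tregs thus depended on the lowest UMI count.

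The plot by lowest UMI count shows this for Foxp3-positive T cells, with the same lowest count in both libraries. From 1000 UMIs on they made up 5.75% (5.26 to 6.28) of WT and 3.16% (2.80 to 3.55) of Siah2−/−-labelled cells. From 4896 UMIs on the shares were 2.21% (1.84 to 2.64) and 1.81% (1.48 to 2.20), and the difference was within counting error. Foxp3-positive T cells with at least 1000 UMIs had a median of 3094 UMIs in WT and 4150.0 in the library labelled Siah2−/−. Foxp3 was read without thinning, so these shares are not adjusted for the depth of the cells.

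**Figure D2:**
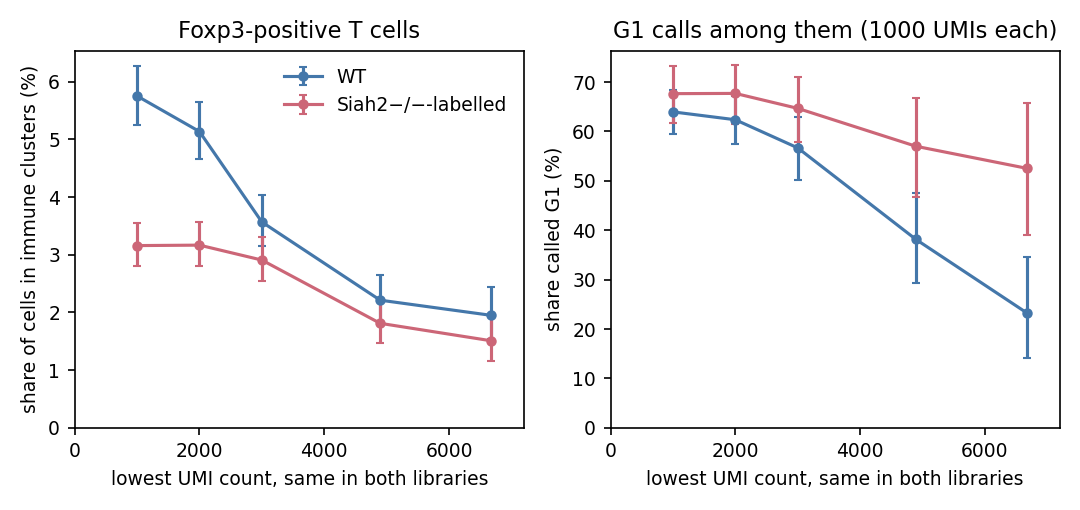
Foxp3-positive T cells as a share of cells in immune clusters (left, %) and the share of them called G1 after thinning to 1000 UMIs (right, %), against the lowest UMI count applied to both libraries (x axis). Blue is the WT library, red the library labelled Siah2−/−, and error bars are exact binomial 95% intervals. WT shares fall from 5.75% at 1000 UMIs to 1.95% at 6670 UMIs, and WT G1 calls fall from 64.0% to 23.3%, while those labelled Siah2−/− fall from 67.7% to 52.5%.

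The study asked whether Tregs in Siah2−/− hosts were held in G1. In Tregs thinned to 2000 UMIs, 26.8% (16.9 to 38.6) of 71 WT cells and 57.9% (48.3 to 67.1) of 114 Siah2−/−-labelled cells were called G1. The difference was 31.1 percentage points (15.9 to 44.6). S calls were 36.6% and 29.8%, and G2/M calls 36.6% and 12.3%. Cells near the boundary of a call made up 21.1% of WT and 43.0% of Siah2−/−-labelled Tregs. Without thinning, G1 calls were 33.8% and 77.2%, S calls 35.2% and 13.2%, and G2/M calls 31.0% and 9.65%. The set of barcodes with at least 1000 UMIs moved the difference most, and Foxp3-positive T cells from it gave 3.69 points (−3.68 to 10.9). With the same lowest count in both libraries, they gave 18.9 points (4.93 to 32.1) from 4896 UMIs on and 29.3 points (11.7 to 45.3) from 6670 UMIs on. Phase scores also read free RNA, in which the S phase and G2/M lists had median log2 ratios of −0.29 and −0.51. Phases were not called after its subtraction, so a part from free RNA stays open and phase calls alone are not read as cycling.

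Higher G1 shares in the library labelled Siah2−/− were not confined to Tregs, as the plot of G1 calls shows. The difference was 21.9 points (16.5 to 27.0) in CD8 T cells, 29.4 points (12.1 to 45.2) in naive T cells, 12.1 points (8.96 to 15.2) in macrophages and 15.1 points (6.41 to 23.5) in DC. In NK cells the difference of 5.24 points (−1.17 to 11.6) was within counting error, while without thinning it was 15.7 points (9.74 to 21.7). Thinning to 1000 UMIs gave 28.5 points in CD8 T cells, 10.9 points (2.51 to 19.2) in DC and 4.92 points (1.94 to 7.93) in macrophages. In naive T cells it gave 10.3 points (−6.31 to 27.3), within counting error. In CD4 T cells, with 14 WT cells, the difference at 2000 UMIs was −14.8 points (−32.7 to 15.1). Near the boundary lay 16.9% of WT and 40.9% of Siah2−/−-labelled CD8 T cells, 45.7% and 48.8% of macrophages, and 51.3% and 62.0% of NK cells. The NK and macrophage classes leave out the cycling clusters L10, with T and NK markers, and A11, which is Csf1r-positive. Mki67 was detected in 87.7% of L10 and 83.3% of A11 cells. Cycle values of NK cells and macrophages, here and below, thus cover the remaining cells only. The differences were not compared between classes.

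**Figure D3:**
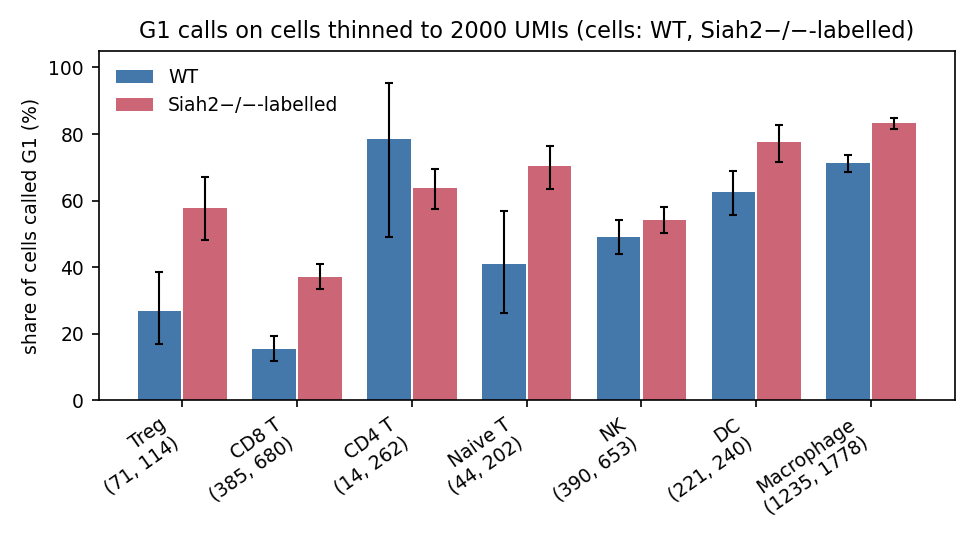
Share of cells called G1 after thinning to 2000 UMIs (%, y axis) in each class (x axis, with cells in WT and in the library labelled Siah2−/−). Blue bars are WT, red bars Siah2−/−-labelled, and error bars are exact binomial 95% intervals for counting error only. G1 calls in Tregs are 26.8% and 57.9%, and those in CD8 T cells 15.3% and 37.2%.

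The Ki67 gene Mki67 (ENSMUSG00000031004) had 138 CPM (113 to 168) in WT Tregs and 44.3 CPM (31.6 to 60.3) in Siah2−/−-labelled Tregs, a log2 ratio of −1.64 (−2.21 to −1.10). In thinned Tregs a Mki67 UMI was seen in 16.9% and 4.39% of cells, and without thinning in 47.9% and 15.8%. For comparison, naive T cells, which should rarely cycle, had a Mki67 UMI in 0 of 44 WT cells (exact upper bound 8.04%) and in 0.990% of Siah2−/−-labelled cells after thinning, and in 2.27% and 2.48% without. Median depths were 8909 and 6822 UMIs in Tregs and 8274 and 6201.5 UMIs in naive T cells. Mki67 was also lower in CD8 T cells, with a log2 ratio of −0.87, in macrophages (−0.82) and in DC (−1.99), and its change in NK cells was within counting error. Cdkn1b, which encodes p27, had 22 UMIs in WT Tregs and 68 UMIs in Siah2−/−-labelled Tregs, a log2 ratio of 1.35 (0.64 to 2.11). Cdkn1b had 29.5 and 75.3 CPM in Tregs against 40.5 and 53.5 CPM in empty droplets, so a part from free RNA stays open. A Cdkn1b UMI was seen in 5.63% (1.56 to 13.8) and 11.4% (6.21 to 18.7) of thinned Tregs, with overlapping intervals. Cdkn1b was also higher in NK cells (0.88) and macrophages (0.58), at levels below those of empty droplets in both libraries. Siah2 itself had 5 and 8 UMIs in Tregs, and its ratio there was within counting error.

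Among the E2F-regulated genes named in advance, Tk1 (log2 ratio −1.34), Ccne1 (−1.90) and Dnmt1 (−0.61, interval −1.19 to −0.03) were lower in Siah2−/−-labelled Tregs. Among genes of the interferon axis, Ifngr1 had 649 and 1141 CPM (log2 ratio 0.82, interval 0.66 to 0.97), and Cxcr3 had 230 and 338 CPM (0.56, interval 0.28 to 0.83). Ifng had 40 and 68 UMIs in Tregs, and its log2 ratio of 0.49 (−0.10 to 1.09) was within counting error. It was beyond counting error in Foxp3-positive T cells (0.78, lower limit 0.37), without integration (1.38, 0.65 to 2.17), with the WT minimum in both libraries (0.70, 0.08 to 1.33) and among barcodes with at least 1000 UMIs (1.11, 0.60 to 1.64). A single WT cell held 42.5% of the WT Ifng UMIs. Ifng had 53.7 and 75.3 CPM in Tregs against 89.0 and 191 CPM in empty droplets, so a part from free RNA stays open. Nrp1 had 9 and 24 UMIs (1.14, −0.02 to 2.43), Ccr8 had 25 and 44 UMIs (0.54, −0.20 to 1.31) and Tgfb1 had 141.0 and 120 CPM (−0.24, −0.64 to 0.16), all within counting error. Il10, which is among the leading genes of the Treg cluster but was left out of the clustering, had a log2 ratio of 1.96 (1.48 to 2.47). Without thinning, an Il10 UMI was seen in 22.5% (13.5 to 34.0) of WT and 35.1% (26.4 to 44.6) of Siah2−/−-labelled Tregs. These intervals overlap. Gzmb had a log2 ratio of 0.61 (0.55 to 0.67) in Tregs, from 4243 to 6480 CPM, against 1121 and 1649 CPM in empty droplets. Ccl1 had 163 UMIs in WT Tregs, 54.6% of them in 1 cell, and 1 UMI in Siah2−/−-labelled Tregs (−7.63, −12.94 to −5.13). The WT UMIs lay in 5 cells. Shares of cells with a Ccl1 UMI, 7.04% (2.33 to 15.7) and 0.877% (0.0222 to 4.79) without thinning, had overlapping intervals.

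By size, the genes with the lowest ratios in Tregs were Ube2c (−2.01), Smc2 (−1.98) and H2afx (−1.85). Those with the highest were Ifitm1 (4.02), Fos (2.76) and Ccl3 (2.38). Ifitm1 reached 25.5 and 414 CPM in Tregs against 480 and 1519 CPM in empty droplets, so free RNA stays open for it. Fos reached 103 and 703 CPM against 790 and 1387 CPM.

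Gene lists described whether a group of genes stood apart in these libraries, as the plot of gene lists shows. In Tregs the E2F target list had a median log2 ratio of −1.39, with 37 of 38 genes lower, below all 10000 random lists (percentile 0; middle 95% of random lists −0.23 to 0.20). The S phase list was at −1.19 and the G2/M list at −1.53, both at percentile 0. The IL12 and IFNγ pathway list was at 0.52 (percentile 99.9) and the IFNγ response list at 0.39 (percentile 99.98). The glycolysis list was at −0.04 (percentile 54.4), where its mean was 0.08 and so differed in sign. The median of all genes in Tregs was −0.02. Among barcodes with at least 1000 UMIs, the E2F list was at −0.30 (percentile 0) in Foxp3-positive T cells. In the Treg cluster of those barcodes, the IFNγ response list was at −0.19 (percentile 0.045). That is the opposite direction, below the middle 95% of random lists (−0.13 to 0.07). The E2F list (0.00274) and the IL12 and IFNγ pathway list (0.12) lay inside the middle 95% there.

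The cycle lists were lower in the other classes too. E2F targets had a median of −0.58 in CD8 T cells, −0.60 in NK cells, −0.95 in macrophages and −1.11 in DC, all at percentile 0. In naive T cells, where Mki67 was rare in both libraries, they were at −1.20 with 0 of 32 genes higher, also at percentile 0. The floor of 3 UMIs was 7.85 CPM in WT and 2.20 CPM in Siah2−/−-labelled naive T cells. A gene at 0 UMIs in WT could thus count as lower, so naive T cells are no clean control for the other classes. A lower list is not by itself read as less cycling. In CD4 T cells, with 14 WT cells, the value of −0.66 lay inside the middle 95% of random lists. The IL12 and IFNγ pathway list was higher too, at 0.55 in NK cells, 0.45 in DC, 0.30 in macrophages and 0.20 in CD8 T cells, while in naive T cells 0.13 lay inside the middle 95%. The IFNγ response list was higher, at 0.46 in CD8 T cells, 0.33 in NK cells, 0.19 in macrophages and 0.37 in DC. Glycolysis genes were higher in macrophages (0.63, percentile 100), DC (0.35, percentile 99.9) and CD8 T cells (0.16, percentile 99.4), and in CD4 T cells, with 14 WT cells, at 0.59 (percentile 99.97). In NK cells (0.15) and naive T cells (−0.24) the values were inside the middle 95%. Without Eno1, Gapdh and Pgk1, which have near-identical copies, the medians were 0.63 in macrophages, 0.33 in DC and 0.14 in CD8 T cells, the last at percentile 98.5.

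**Figure D4:**
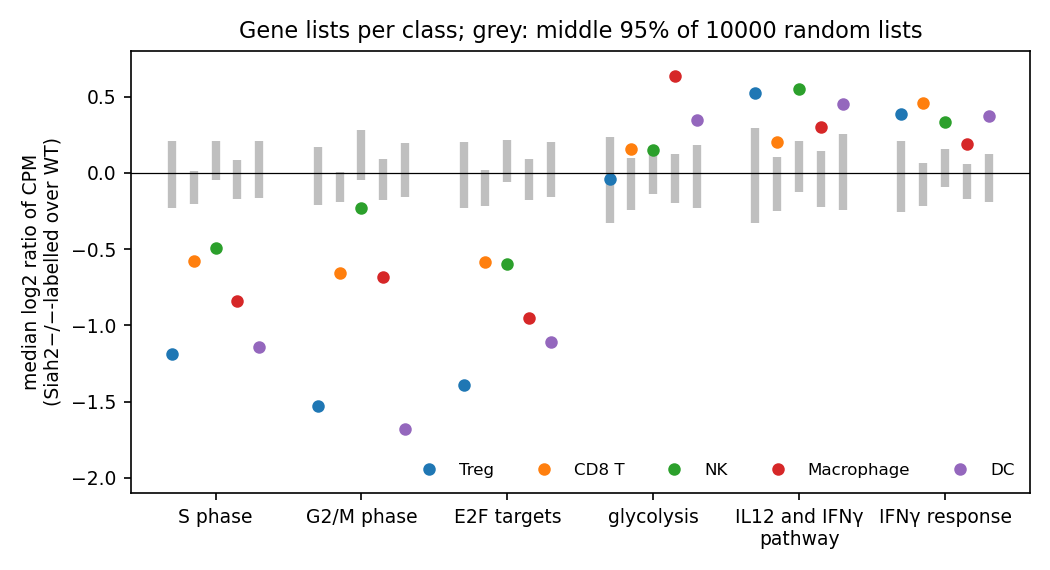
Median log2 ratio of CPM, Siah2−/−-labelled over WT (y axis), of each gene list (x axis) in 5 classes (colored points). Grey bars span the middle 95% of 10000 random lists of the same size and expression. All points of the cycle lists lie below the grey bars, down to −1.68 for the G2/M list in DC, and the IFNγ response points lie above them.

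Effector genes of CD8 T cells and NK cells were compared next. In CD8 T cells Gzmb had a log2 ratio of 0.94 (0.91 to 0.96), Ifng rose from 529 to 667 CPM (0.33, 0.26 to 0.40) and Tnf from 33.4 to 41.7 CPM (0.32, 0.04 to 0.61). Ifng is among the leading genes of cluster L5. By size, the lowest ratios were those of Ccl1 (−2.18), Eno3 (−1.64) and Rgcc (−1.60), and the highest those of Gzmg, Il2 and Ltb4r1 (2.92). Gzmg had 1 UMI in WT and 230 UMIs in Siah2−/−-labelled CD8 T cells (7.09, 4.60 to 12.40). Gzmg resembles Gzmd, Gzme and Gzmf closely, so that its counts are uncertain. For Il2 (3.84), 1 cell held 88.6% of the Siah2−/−-labelled UMIs. In NK cells Ifng rose from 90.2 to 163 CPM (0.86, 0.68 to 1.04), levels near those of empty droplets, so a part from free RNA stays open there too, and Gzmb changed by 0.11 (0.08 to 0.14). By size, the lowest ratios in NK cells were those of Tmsb15a (−1.53), Stmn1 (−1.34) and Tsc22d1 (−1.18). The highest were those of Gzmg (3.52, with 73.0% of Siah2−/−-labelled UMIs in 1 cell), Klf2 (2.83) and Fos (2.29). In CD4 T cells Ifng, Tbx21 and Gzmb differed by less than counting error.

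Chemokines of DC bear on the recruitment of T cells. Ccl17 fell from 497 to 72.2 CPM in DC (log2 ratio −2.78, −3.02 to −2.56), with 33.7% of the Siah2−/−-labelled UMIs in 1 cell. A Ccl17 UMI was seen in 13.1% and 3.75% of thinned DC and in 20.8% and 8.33% without thinning. NK cells, which should lack it, had it in 0 thinned cells of either library (exact upper bounds 0.941% and 0.563%) and in 0.256% and 0.306% without thinning, at median depths of 9137 and 7814 UMIs against 10308 and 9201 UMIs in DC. The decrease was seen in cluster A13 (−2.19) and in cluster A16 (−3.44). Ccl22, which leads cluster A16 but was left out of the clustering, had a log2 ratio of −0.34 (−0.47 to −0.22) over the class, −0.79 (−0.92 to −0.67) in A16 and −0.57 (−1.17 to 0.01) in A13. A single cell held 18.1% of the WT Ccl22 UMIs of the class, against 9.89% for the highest Siah2−/−-labelled cell. Cluster A16 held 55 of 221 WT and 88 of 240 Siah2−/−-labelled DC. The share of DC with a Ccl22 UMI was not lower, at 20.4% (15.3 to 26.3) and 25.4% (20.0 to 31.4) after thinning and 31.2% and 37.5% without. Without the 5% of cells with the highest Scrublet scores the ratio over the class was −0.11 (−0.25 to 0.03), within counting error. Cxcl9 (1.03) and Cd80 (1.01) were higher in Siah2−/−-labelled DC. By size, Jchain was lowest, with 741 UMIs in WT DC and 0 in the library labelled Siah2−/−, a log2 ratio of −7.91 or lower against the floor of 3 UMIs. Of its WT UMIs 99.3% were in 1 cell. Hist1h2ap (−3.34) and 2810417H13Rik (−3.28) followed. Upp1 (2.56), Hspa1a (2.49) and Fabp5 (2.30) were highest.

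In macrophages Nos2 rose from 7.01 to 56.6 CPM (log2 ratio 3.01, 2.71 to 3.34) and Arg1 from 176 to 1253 CPM (2.83, 2.77 to 2.89). Nos2 UMIs were seen in 0.729% and 8.83% of thinned macrophages and in 4.62% and 20.6% without thinning. NK cells, which should lack Nos2, had it in 0.256% and 0.153% after thinning and in 0.256% and 0.459% without. Their median depths were 9137 and 7814 UMIs, against 9595 and 8187 UMIs in macrophages. Cluster A0, which Arg1 leads, held 11.6% of WT and 18.9% of Siah2−/−-labelled cells, so the ratios over the class can also reflect its makeup. Within A0, Nos2 had a log2 ratio of 2.56 and Arg1 of 2.17. Arg1 was at 3.39 in A6, was also higher in A9, and was at −0.09 (−0.59 to 0.44) in A10. Cd80 (1.38) and Il1b (1.32) were higher over the class and Mrc1 (−0.99) was lower. Within A0 Mrc1 was at 0.33 (0.07 to 0.59), the opposite direction, and within A6 at −0.65. Cxcl9 (0.03, −0.02 to 0.07) did not differ beyond counting error over the class, with −0.64 in A0 and 0.72 in A6. Ccl2 (−0.48), Ccl3 (−0.26) and Ccl4 (−0.29) were lower over the class, while Ccl3 (0.56) and Ccl4 (0.79) were higher in A0. By size, Fcrls (−4.81), Cbr2 (−3.92) and Igf1 (−3.83) had the lowest ratios. Fcrls and Cbr2 lead cluster A6, which held 179 Siah2−/−-labelled cells against 437 in WT. Inhba (4.01), Nos2 and Arg1 had the highest.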

Values the study reported

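The study stated that its gene-barcode matrix contained 10,654 cells, of which 4,768 were WT and 5,886 were Siah2−/−. After quality filtering it gave a mean of 2847.6 and a median of 2575 detected genes per cell, and its entire dataset then held 10075 cells. Clustering gave 19 subpopulations, which were merged to 16. For Tregs in tumors of Siah2−/− mice it reported 16% of cells in S, 13% in G2/M and 71% in G1/G0. For Tregs in tumors of WT mice it reported 32% in S, 26% in G2M and 42% in G1/G0.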

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

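Of the tests in this part, the Treg share with the lowest UMI count of the library labelled Siah2−/− applied to both libraries was chosen before its result was seen; the tests of the mixing, of barcodes with at least 1000 UMIs and of Xist were chosen after.

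Cells outside the immune clusters, which the comparisons of the report leave out, made up 18.6% (17.4 to 19.7) of the WT library and 3.07% (2.64 to 3.56) of the library labelled Siah2−/−. They are a signal in cells outside the classes compared in the report. Their share should follow the mixing of CD45-negative cells, for which the protocol implies 16.7% and the series design 4.76%, and neither interval holds either value. The fibroblast cluster held 14.8% and 2.57% of all cells, and the cluster low in Ptprc 3.72% and 0.503%. If fewer CD45-negative cells were mixed in, both clusters should fall by the same factor. The difference of their log2 ratios was −0.36 (−1.03 to 0.28), so equal factors were not excluded in this clustering. The split between these clusters was not stable. Fibroblast and low Ptprc clusters held 513 and 325 WT against 129 and 42 Siah2−/−-labelled cells at resolution 1.2. Without integration they held 559 and 279 against 138 and 33, and with outcome genes kept 602 and 236 against 139 and 32. There the low Ptprc cluster fell by the larger factor. No interval was computed for these, so the test cannot decide and unequal mixing stays open. Among barcodes with at least 1000 UMIs, immune clusters held 8153 WT and 8515 Siah2−/−-labelled cells. The fibroblast cluster held 565 and 177 there, and the clusters low in Ptprc held 359 and 90 (A13) and 117 and 47 (A19). Cells outside the immune clusters thus stayed fewer in the library labelled Siah2−/−, but a part of the gap from the lowest UMI counts stays open. Unequal capture of large cells and a difference between the tumors stay open as well, and no biological explanation was tested.

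Barcodes that the cells analysed leave out held many Tregs. With at least 1000 UMIs, the Treg cluster held 599 WT cells and 335 Siah2−/−-labelled cells, or 7.35% and 3.93% of cells in immune clusters, and the log2 ratio was −0.90 (−1.09 to −0.71). Among the cells analysed, Treg shares were close in their own clustering, with a log2 ratio of 0.13 (−0.30 to 0.57). Those of the cells analysed that lay in the Treg cluster of the larger set gave 1.23 (0.55 to 1.96), and Foxp3-positive T cells gave −0.14 (−0.59 to 0.31), so closeness depends on how Tregs are taken. One test asked whether the unequal lowest UMI counts alone explain this. With 4896 UMIs as the lowest count in both libraries, the log2 ratio was 0.21 (−0.27 to 0.69), which leaves out −0.90. Foxp3-positive T cells gave −0.29 (−0.68 to 0.10) there, against −0.86 (−1.08 to −0.65) from 1000 UMIs on. This argues against unequal minimums as the whole cause. A part stays open, and from 6670 UMIs on, with few Foxp3-positive T cells left, the interval of −0.88 to 0.13 reaches −0.86. Another test asked whether minimums of that height left out most Tregs, and more of them in WT. The cells analysed held 3.83% of WT and 23.6% of Siah2−/−-labelled cells of this Treg cluster, and 15.6% and 36.1% of Foxp3-positive T cells, which also count cycling Tregs in other clusters. Lower kept shares in WT follow from the shares by arithmetic, so they do not show a reason why these were close. Small barcodes can hold damaged cells, and 14.8% of WT and 16.6% of Siah2−/−-labelled barcodes between 1000 UMIs and the minimum were over 10% mitochondrial. Those were left out here. Whether the lower Treg share among all such barcodes follows the host genotype, the tumors or the library cannot be told apart, because each genotype has 1 library.

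Xist, which is transcribed from an inactive X chromosome in female cells, had 100 UMIs in WT and 248 UMIs in Siah2−/−-labelled empty droplets, although the hosts were male. The UMIs came from barcodes outside the cells analysed. In the cells analysed Xist had 3 and 4 UMIs, while the Y-linked gene Ddx3y had 1674 and 2390 UMIs. If the captured cells had freed this RNA, Xist would be about as high in them. The lowest Xist level in empty droplets, 19.5 CPM, was 289 times the highest level in cells, so RNA from the captured cells is an unlikely source. Female RNA from another sample or reagent stays open, and its origin was not tested. Its share of the RNA of the cells was not estimated.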

How the results depend on the processing

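The alternatives named here as added were chosen after the data had been seen; the others were fixed in advance. No replicate could be left out, since each group has 1 library. No paired analysis was possible because nothing pairs the libraries. Of the values that answer a comparison, 133 were classed as stayed under an alternative, 18 as moved and 2 as reversed. Of the other values, 1272 were classed as stayed, 182 as moved and 7 as reversed. Not every sign change was classed as reversed. The Treg share went from 0.13 to −0.90 among barcodes with at least 1000 UMIs and was classed as moved. The classes of gene lists did not follow the interval of random lists. E2F targets in Tregs at −1.41 with a mitochondrial limit of 5% were classed as stayed, outside −0.25 to 0.20. The counts for lists thus rest on a limit not stated here.

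Every value was classed as stayed when called doublets were removed (140 of 140 values), with a mitochondrial limit of 5% (140 of 140) and at resolution 1.2 (140 of 140). At resolution 0.5, 123 of 129 stayed, without integration 120 of 140, with outcome genes kept 124 of 140, with scaling by the median gene ratio 120 of 126, with free RNA subtracted at 5% 71 of 77 and with means over cells 62 of 82. With the Foxp3 gate 14 of 22 were classed as stayed, and with at least 20 UMIs per gene 39 of 42. Thinning to 1000 UMIs left 4 of 7 so classed, and no thinning 5 of 7. At resolution 0.5 no cluster was named naive T, so its values are missing, as is Mki67 in naive T cells among barcodes with at least 1000 UMIs. The Scrublet calls were too few to test doublets.

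Barcodes with at least 1000 UMIs (added) changed most, with 56 of 139 values classed as stayed, 74 as moved and 9 as reversed. Of the 139 values, 121 kept their sign. The lowest UMI counts were tested as a cause of the Treg share, G1 and Mki67 differences, as the other parts report, and for the other values the cause was not tested. The log2 ratio of shares became 1.44 for CD4 T. It changed sign for Treg (−0.90, from 0.13), CD8 T (−0.0671) and naive T (−0.10). In that clustering the Treg cluster (L2) had Mki67 in 2.99% of cells, against 28.1% in the Treg cluster of the cells analysed, and a cycling cluster (L6, Mki67 in 75.9%) had Foxp3 in 11.3%. Cycling Tregs were thus split off, and the Treg cluster values below cannot show a difference in cycling. Its G1 difference was 4.38 points. E2F targets (0.00274), the S phase list (0.0170) and the IFNγ response (−0.19) changed sign, and the IL12 and IFNγ pathway list moved to 0.12. Among genes in Tregs, Cxcr3 (−0.0135), Dnmt1 (0.41), H2afx (0.12) and Tk1 (0.00274) changed sign with intervals that include 0, Ifng moved to 1.11 and Mki67 to −0.22. Ccl17 in DC moved to −2.46.

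With the WT minimum in both libraries (added) 109 of 140 values stayed and 31 moved, and without the highest 5% of Scrublet scores (added) 136 of 140 stayed. The WT minimum gave log2 ratios of −0.30 for the Treg share, 2.63 for CD4 T and 0.47 for CD8 T, and −1.06 for E2F targets in Tregs. Without the highest Scrublet scores, Ccl17 in DC was at −2.36 and Ccl22 at −0.11. Among alternatives fixed in advance, the Treg share of T cells had a log2 ratio of −0.76, which follows from the other denominator. Without integration, Ifng in Tregs was at 1.38 and the macrophage share at −0.17. With outcome genes kept, the macrophage share was at −0.23. Mki67 in Foxp3-positive T cells was at −1.09. Beyond the tests of the lowest UMI counts, the cause was not tested.

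Depth limits the named genes in Tregs and in CD4 T cells, where 71 and 14 WT cells give wide intervals.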

Other observations

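Of the tests in this part, those of the G1 share in Foxp3-positive T cells and of free RNA were chosen before their results were seen; those of Mki67, fibroblasts, pseudogenes, immediate early genes in fibroblasts and genes near Siah2 were chosen after.

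Phase calls in Tregs rest on 71 WT and 114 Siah2−/−-labelled cells here. After thinning, S calls in the library labelled Siah2−/− were 29.8% and G1 calls in WT 26.8%. Without thinning they were 13.2% and 33.8%. The thinned S share is higher and the thinned G1 share lower than the values quoted from the study above, and the unthinned values lie closer to them. The Treg cluster of the study was not rebuilt cell by cell, so the values are of different cells.

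The higher G1 share of Tregs in the library labelled Siah2−/− could come from the lowest UMI counts, if these kept large, cycling Tregs and left out small ones. Among Foxp3-positive T cells with at least 1000 UMIs the difference was 3.69 points (−3.68 to 10.9), which this explanation needs, against 33.4 points (18.0 to 47.0) at the same thinning among those of them in the cells analysed. With equal minimums the difference was 18.9 points (4.93 to 32.1) from 4896 UMIs on and 29.3 points (11.7 to 45.3) from 6670 UMIs on, so it remained among larger cells and did not come from unequal minimums alone. Mki67 CPM summed over the same cells stayed lower, with a log2 ratio of −0.56 (−0.99 to −0.15), which argues against the lowest UMI counts as the whole cause of the difference in CPM. Sums weigh large cells more, and the share of thinned cells with a Mki67 UMI was 1.92% (0.881 to 3.61) and 1.49% (0.407 to 3.76), within counting error, so this stays open for the share of cells. The E2F list there was at −0.30.

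Lower E2F targets were tested for free RNA and for being confined to Tregs. Subtracting free RNA at the share estimated from macrophage genes, 2.89% in WT and 6.52% in Siah2−/−-labelled Tregs, left the median at −1.40, which argues against free RNA as the whole cause. The estimates per gene ranged up to 29.4% and 36.1%. In fibroblasts the median was −1.17 (percentile 0), and in empty droplets −0.30, so the decrease was not one of Tregs alone. A difference between the tumors, their growth or the libraries, and an effect of the host genotype on all these cells, stay open. The IFNγ response list was likewise higher in fibroblasts (0.70) and in empty droplets (0.29), as were the IL12 and IFNγ pathway list (0.54 and 0.40) and the glycolysis list (0.49 and 0.25). These rises were thus not confined to immune cells.

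Pseudogenes were higher in the library labelled Siah2−/− in the 6 immune classes tested, which leave out CD4 T cells, with medians of 1.25 in Tregs, 1.39 in CD8 T cells and 1.17 in macrophages, where 29 of 29 were higher. A different mapping of reads in the libraries would raise them everywhere. The lowest median over these classes, fibroblasts, the low Ptprc cluster and empty droplets was 0.66, so different mapping is a possible explanation. A chromosome segment carried along with the deletion would raise those of 1 chromosome, but the pseudogenes higher in macrophages lay on 11 chromosomes. Genes that share reads with such copies, such as Pgk1 with a log2 ratio of 1.70 in macrophages, are affected by the same doubt.

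Immediate early genes, which respond to dissociation and handling, were higher in the library labelled Siah2−/−, with medians of 1.45 in Tregs, 1.39 in NK cells and 0.78 in macrophages. Subtracting free RNA left 1.36 in Tregs, so free RNA is unlikely to be the whole cause. In fibroblasts the median was 0.53, as handling of the whole suspension would give, so handling could be a cause. An effect of host genotype in all these cells stays open. Fos, named by size in Tregs and NK cells, belongs to this list.

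Genes within 10 Mb of Siah2 could differ if a segment of another strain was carried along with the deletion. In macrophages 44 such genes had a median absolute log2 ratio of 0.24, at percentile 85.3 of random lists (middle 95% 0.14 to 0.28), and the presence of such a segment cannot be told apart from its absence, since few of its genes need to differ.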
